A study of Cucumis sativus with 6 samples.

How the data were processed

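RNA sequencing was done on shoot apices dissected from seedlings of the cucumber (Cucumis sativus) line 9930, a Chinese inbred line whose genome serves as a cucumber reference. Per the labels, the seedlings were at 6 dpg and grew at 22 degrees with 16 h of light and 8 h of dark. There were 6 libraries, 3 from seedlings on soil plates (soil in an agar plate under a nylon mesh) and 3 from seedlings in wet germination pouches. Per the labels, each soil plate replicate pooled 7 apices and each pouch replicate pooled 20, so the number of apices and the growth condition cannot be separated in this design. Total RNA went into a directional library kit, per the labels' protocols.

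Groups were taken from the sample titles, whose growth condition matches the library name and the characteristics of every sample. The names of the deposited files give the opposite growth condition for all 6 libraries. The values were not used to choose between the names and the labels. Every direction below is the direction of the labels, and every direction would invert if the file names were right. The size of a difference, its p-value and the number of changed genes do not depend on which is right.

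The deposited tables give, for each of 24317 transcript models with CsaV3 identifiers, a length, an effective length, an estimated count and a TPM value, per the file headers. The estimated counts (expected counts, partly fractional) are not normalized in the deposited files. The deposited TPM values, which are corrected for effective length, sum to the same total in each library. The quantification tool, its version, the index and the handling of duplicate reads are not recorded in the labels or file headers. Each identifier had 1 transcript model, so a feature is called a gene here. None of the 24317 identifiers matched the gene table of the 9930 V3 assembly that was at hand (23999 genes). The files do not pair identifiers with names, so names, positions and gene annotations are not given. The tests of gene sets and of the PLETHORA family that had been planned by gene name were therefore not run.

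Estimated counts were rounded to whole numbers. Genes with low counts were removed with filterByExpr, which left 17794 genes, and libraries were scaled with TMM factors. The groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, without a replicate block), two-sided, over all 6 libraries. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. The log2 fold change is soil plate minus germination pouch, and its standard error was taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values use TMM-scaled library sizes, except in means over all 6 libraries, which use library totals. Correlations and principal components used log2 CPM with a prior count of 2. Measures of whole libraries were compared with exact two-sided permutation tests, for which 0.1 is the smallest p that 3 libraries against 3 allow. The 10 such measures were adjusted together.

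The design, the named-gene rule and the main alternatives were fixed before the data were examined. Genes were named if they had an adjusted p under 0.05, a mean of at least 5 CPM, and no overlap between the groups. Of 1339 such genes, the 2 with the largest rise and the 2 with the largest fall are named. The most abundant genes are given by rank only. Alternatives covered the scaling (RLE, upper quartile, library totals alone), the filter, the tool (DESeq2 1.42.0 and limma 3.58.1 with voom), TPM values on a log2 scale, effective-length and length corrections, a replicate block and the omission of each library in turn, with the filter recomputed each time.

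Libraries held 28.9 to 47.8 M estimated counts. Reads carry no molecular identifiers in these tables, so intervals and floors cover counting error only. A gene at 0 in a group was given a floor of 3 counts over that group. In 3656 features at least 1 library had a fractional count, which marks reads divided between similar sequences. Among the tested genes, 88 fell into 42 groups with identical counts in every library, so members of such a group cannot be told apart.

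The test was checked on simulated counts for the soil plate and pouch comparison, drawn for 17794 genes at the measured means, dispersions and library sizes, with 200 genes changed. Among the 17196 simulated genes that passed the filter, it called 62.5% of those changed 4-fold and 7.22% of those changed 2-fold. Of its calls 5.63% were false (4 of 71). In the same simulation 34.2% of the DESeq2 calls were false (51 of 149) and 1.72% of the limma-voom calls (1 of 58). These shares come from a single simulated run. They also depend on the share of genes changed, which was smaller in the simulation than the 7.85% called in the data. No 2 libraries agreed within sampling noise. The chi-square statistic per degree of freedom over genes was at least 45.0 in every pair, so no pair of files holds the same library. This does not rule out repeat libraries of one RNA, and all 6 were counted as separate samples per the labels.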

Results

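The transcriptome of the cucumber shoot apex was measured in 6 RNA sequencing libraries, 3 labelled soil plate and 3 labelled germination pouch. The comparison addressed how the shoot apex transcriptome differs between seedlings raised in these growth systems. The names of the deposited files give the opposite condition for all 6 libraries, so the directions reported here are those of the labels. The libraries labelled soil plate held 39.5, 32.2 and 30.7 M (mega) estimated counts for replicates 1, 2 and 3. The libraries labelled germination pouch held 28.9, 46.6 and 47.8 M. Mean depth was 34.1 ± 4.70 M (SD, n = 3) and 41.1 ± 10.6 M (SD, n = 3), a difference within the spread between libraries (exact permutation test, two-sided p = 0.4, adjusted 0.444).

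Of 24317 transcript models, 17437 ± 219 (SD, n = 3) had at least 1 estimated count in the soil plate libraries and 18978 ± 1329 (SD, n = 3) in the pouch libraries. Every pouch library was above every soil plate library, which gave the smallest p that the design allows (exact permutation test, two-sided p = 0.1, adjusted 0.167). The separation was narrow, with 17710 models in pouch replicate 1 and 17628 in soil plate replicate 1. Pouch replicates 2 and 3 were also the deepest libraries, and no comparison of detection at equal depth is given. Pouch replicate 3 alone had 20361 detected models, and without it the difference of the means (soil plate minus pouch) changed from -1541 to -850 models. The same direction held at a minimum of 10 counts, with 16793 ± 275 against 18116 ± 965 models (SD, n = 3).

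The 10 most abundant transcript models took 8.89% ± 1.19 of the counts (SD, n = 3) in the soil plate libraries and 3.48% ± 1.60 (SD, n = 3) in the pouch libraries. The groups did not overlap (exact permutation test, two-sided p = 0.1, adjusted 0.167). Pouch replicate 1 stood at 5.33%, between the other pouch libraries at 2.59% and 2.51% and the lowest soil plate library at 7.56%. The TMM factors were 0.885 ± 0.050 for soil plate and 1.14 ± 0.120 for pouch libraries (SD, n = 3).

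Across the 17794 tested genes, the Pearson correlation of log2 CPM was 0.864 to 0.963 for the 6 pairs of libraries within a group and 0.838 to 0.873 for the 9 pairs between groups. These are correlations across genes, which are not independent replicates. The ranges overlapped. Among genes with a mean of at least 5 CPM they separated, at 0.882 to 0.973 within groups and 0.801 to 0.865 between groups. The first principal component held 37.5% of the variance and separated the groups. The second held 23.2% and separated soil plate replicate 3 from soil plate replicates 1 and 2. The common biological coefficient of variation was 51.1%.

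**Figure D1:**
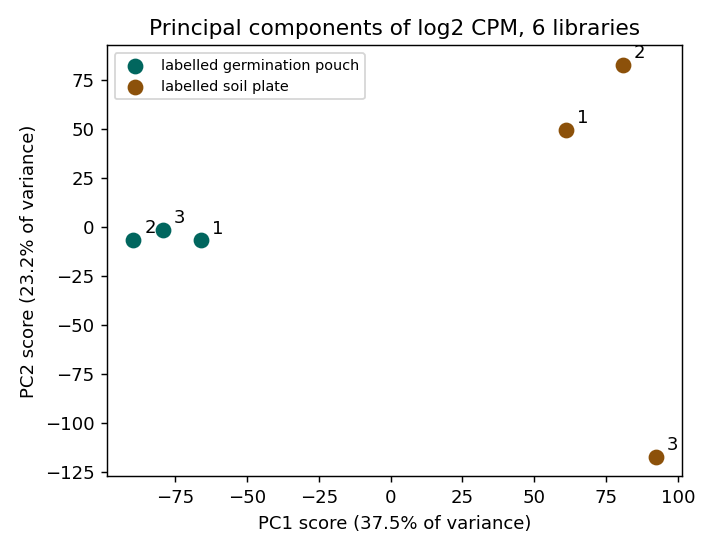
Scores of the 6 libraries on the first (x axis, 37.5% of variance) and second (y axis, 23.2%) principal components of log2 CPM, in arbitrary score units. Each point is 1 library, coloured by its labelled group and numbered by replicate, and the groups lie on opposite sides of the x axis origin.

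The quasi-likelihood test called 1396 of the 17794 genes (7.85%) changed at an adjusted p under 0.05. Of these, 875 were higher and 521 lower in the libraries labelled soil plate. The median absolute log2 fold change of the called genes was 1.22. A total of 993 called genes changed at least 2-fold, 654 of them higher and 339 lower in soil plate. In 1395 of the 1396 called genes every library of one group lay above every library of the other. Among all tested genes the groups separated in this way in 33.2%, where chance gives 10%. The smallest adjusted p was 0.000384.

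These counts changed strongly when a library was left out, which also leaves the test with fewer libraries and less power. At an unadjusted p under 0.05 (edgeR) the change was smaller, from 4404 genes to between 3137 and 5229. Without pouch replicate 3 the test called 103 genes, and without soil plate replicate 1 it called 141. Without pouch replicate 2 it called 247, and without soil plate replicate 2 it called 266. In this order, 102, 133, 245 and 246 of these calls were among the 1396. Without pouch replicate 1 the number rose to 2102, and without soil plate replicate 3 to 1684. The numbers changed at least 2-fold moved in the same way, to 103, 141, 247 and 259 in the smaller sets, to 1563 without pouch replicate 1 and to 1179 without soil plate replicate 3.

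The split by direction depended on the scaling. With TMM factors 62.7% of the called genes were higher in soil plate (95% Clopper-Pearson interval 60.1 to 65.2%). This interval treats the genes as independent and does not cover the spread between libraries. Leaving out a library at a time moved the share between 51.7 and 72.0%. With library totals alone 2595 genes were called and 20.7% of them were higher. The median log2 fold change of all tested genes was -0.06 with TMM factors and -0.43 with library totals.

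Calls were concentrated among abundant genes. The tested genes were divided into 3 classes of equal size by mean CPM. In the lowest class, up to 9.28 CPM, 115 of 5932 genes (1.94%) were called. In the middle class 394 genes (6.64%) were called, and in the highest class, from 35.1 CPM upward, 887 of 5931 genes (15.0%). With TMM factors, the share of calls that were higher in soil plate was 26.1%, 52.0% and 72.2% in these classes. The spread between replicates fell with abundance. The median SD of log2 CPM within soil plate was 1.06 in the lowest class and 0.23 in the highest, and within pouch it was 0.65 and 0.19.

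**Figure D2:**
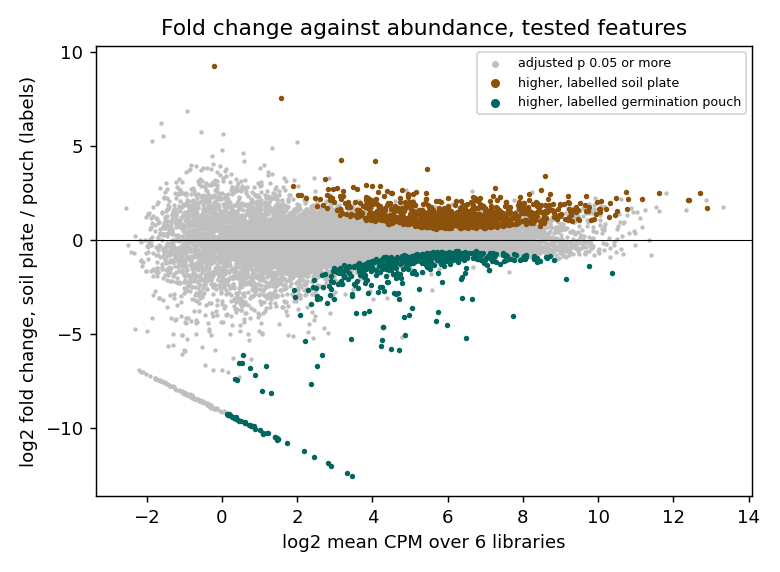
Log2 fold change between the labelled groups (y axis, soil plate over germination pouch) against log2 mean CPM over the 6 libraries (x axis) for the 17794 tested genes. Grey points were not called, brown points (875) were higher in soil plate and green points (521) higher in pouch; the diagonal line at the lower left is genes at 0 in all soil plate libraries, whose fitted values depend on the prior count and are not measured fold changes.

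All 10 of the most abundant genes had a higher mean in the soil plate libraries, with no overlap between groups. They were ranked by mean CPM over all 6 libraries, which favours genes that are very high in 1 group. The shares of counts given above are for the most abundant models of each library, which need not be these genes. Only 5 of these 10 genes passed the threshold. The most abundant gene averaged 17116 ± 7052 CPM in soil plate and 5015 ± 4760 CPM in pouch (SD, n = 3), with a log2 fold change of 1.77 (SE 0.65, edgeR adjusted p = 0.130). Its pouch values were 10487 CPM in replicate 1, 1824 CPM in replicate 2 and 2735 CPM in replicate 3. The gene ranked ninth differed more firmly, at 5811 ± 1136 against 1027 ± 265 CPM (SD, n = 3), with a log2 fold change of 2.50 (SE 0.33, edgeR adjusted p = 0.00611). It held fractional counts, so some of its reads were divided with a similar sequence. Without pouch replicate 1 all 10 passed the threshold, and without soil plate replicate 1 or pouch replicate 3 none of them did (0 of 10).

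Among the genes higher in soil plate, CsaV3_1G004680.1 (243 bases) showed the largest change under the naming rule. It averaged 19.2 ± 7.93 CPM in soil plate and 1.03 ± 0.819 CPM in pouch (SD, n = 3), from 441 to 716 and from 5 to 92 counts. Its log2 fold change was 4.23 (SE 0.85, edgeR adjusted p = 0.0228). It held fractional counts, and it lost the call in 5 of its 24 alternatives, among them those without soil plate replicate 1, soil plate replicate 2 or pouch replicate 3. CsaV3_6G002580.1 (871 bases) averaged 35.3 ± 9.997 CPM in soil plate and 1.91 ± 0.493 CPM in pouch (SD, n = 3). Its log2 fold change was 4.20 (SE 0.35, edgeR adjusted p = 0.00126), and it kept the call in all 25 alternatives.

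The named genes lower in soil plate had no count in any soil plate library. CsaV3_2G014490.1 (1086 bases) held 336 to 1393 counts in the pouch libraries, a mean of 19.0 ± 6.69 CPM (SD, n = 3). Against a floor of 3 counts in soil plate, it was 620.2-fold lower there (edgeR adjusted p = 0.00253). This floor covers the counting error of reads only. If each starting molecule was read 25.4 to 29.4 times in soil plate, as estimated below, the floor is a fraction of a molecule. A ratio against it is then not a lower bound. CsaV3_5G023370.1 (1812 bases) held 311 to 1256 counts in the pouch libraries, a mean of 17.3 ± 5.81 CPM (SD, n = 3). Against the same floor, with the same limit, it was 566-fold lower in soil plate (edgeR adjusted p = 0.00277). Its fractional counts show reads divided with another sequence. Both kept the call in every alternative in which they were tested, 25 and 24 in number. In all 4 named genes the 6 libraries followed the direction of the fold change, which the naming rule required.

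**Figure D3:**
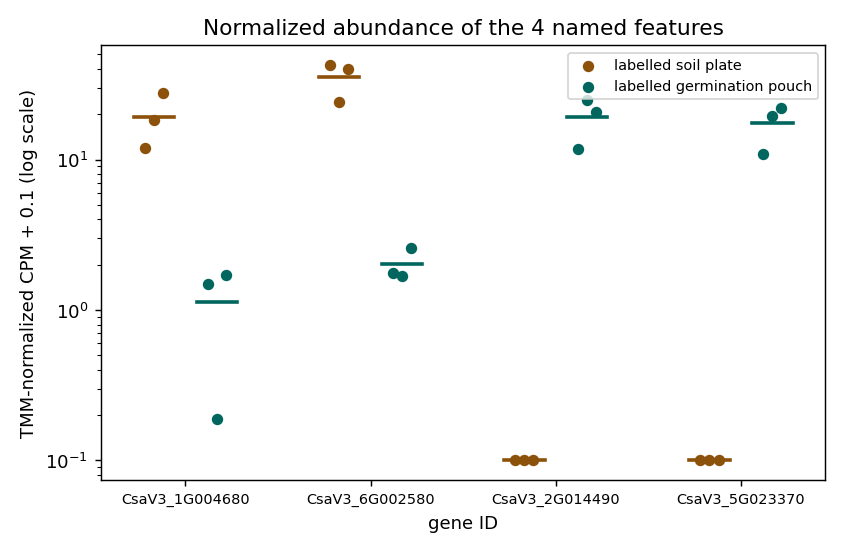
TMM-normalized CPM plus 0.1 (y axis, log scale) of the 4 named genes (x axis). Points are the 3 libraries of each labelled group and bars their means; CsaV3_2G014490 and CsaV3_5G023370 are at 0 CPM in all soil plate libraries and between 10.8 and 24.7 CPM in the pouch libraries.

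Just below the pouch means of CsaV3_2G014490.1 and CsaV3_5G023370.1 (19.0 and 17.3 CPM), loss from a single library was rare. Among models at 8 to 16 CPM in the other soil plate libraries, 0.036, 0.072 and 0.144% were at 0 in soil plate replicates 1, 2 and 3.

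Absence from a whole group occurred mostly in one direction, but the directions were not on equal terms. Pouch replicate 3 detected 20361 models, more than any other library, so a model was less easily at 0 in all pouch libraries. The imbalance cannot be separated from this. Among the tested genes, 128 were at 0 in all soil plate libraries and 1 in all pouch libraries. A total of 48 transcript models were at 0 in all 3 soil plate libraries and at 1 CPM or more in each pouch library. The reverse was seen for 0 models. Of the 521 genes called lower in soil plate, 40 had no count in any soil plate library, and of the 875 called higher, 1 had no count in any pouch library.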

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

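The tests with a mean CPM of at least 5, without fractional counts, with library quality weights and with robust dispersion were chosen after the data had been seen. The number of changed genes, 1396, changed by a factor of less than 1.5 under RLE and upper quartile scaling, both other filters, the unfiltered TPM fits, both length settings, and the removal of the 10 most abundant genes from the totals. The same held with a mean CPM of at least 5, without fractional counts and with robust dispersion. A similar number did not mean the same genes. Only 606 of the 1396 were called with log2(TPM + 1) and 630 with log2(TPM + 0.1), against 1348 with RLE and 1340 with upper quartile scaling. Removing the 10 most abundant genes changed no count, since TMM scaling absorbs it.

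Larger numbers came from library totals alone (2595 genes, of which 1027 were among the 1396), DESeq2 (2454, with no adjusted p for 59 genes), limma-voom (2228), log2(TPM + 1) with a mean TPM of at least 1 (2193) and limma-voom with library quality weights (4107). In simulation DESeq2 gave more false calls than edgeR at these library sizes. It also called more of the changed genes, 75% against 62.5% at 4-fold and 26.8% against 7.22% at 2-fold. The cause of these rises, that of DESeq2 included, was not tested in the measured data. An adjusted p under 0.01 left 127 genes. The number changed at least 2-fold, 993, rose to 1710 with library totals, 1594 with DESeq2, 1831 with the filtered TPM fit and 2118 with quality weights.

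Across the 6 fits that each left out one library, 103 to 2102 genes were changed and 103 to 1563 changed at least 2-fold. Each fit had fewer libraries, yet the number fell in 4 of them and rose in the other two, to 2102 without pouch replicate 1 and 1684 without soil plate replicate 3. The share of changed genes higher in soil plate ran from 51.7 to 72.0% in these fits, with the lowest value without soil plate replicate 3.

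That share was 62.7% and became 66.5% with RLE, 58.6% with upper quartile scaling, 59.8% with DESeq2, 65.8% with limma-voom, 57.4% with the length correction and 57.7% with quality weights. It reversed to 20.7% with library totals, 14.8% with log2(TPM + 1), 14.8% with log2(TPM + 0.1) and 15.1% with the filtered TPM fit. These 4 settings share a scaling to the total of each library with no correction for composition.

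With the replicate number as a block, 628 genes were changed (607 of them among the 1396), 603 changed at least 2-fold, and 71.5% were higher in soil plate. The replicate block with the length correction gave 886 genes and 66.0%. The deviations of same-numbered libraries from their group means had correlations across genes of -0.03, -0.02 and -0.03 for replicates 1, 2 and 3. The numbers therefore do not pair the samples. In simulation 16.3% of the calls with the block were false.

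For the 4 named genes, 93 values under alternatives kept their direction and call, and 5 kept the direction and lost the call, all in CsaV3_1G004680.1. The differences between libraries in total counts, models detected and the share of the 10 most abundant genes kept their direction in every alternative. With 3 libraries against 3, none of these was able to pass 0.05. The alternatives planned for gene sets and the PLETHORA family were not run, since no names were matched.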

Other observations

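The tests of library scaling, of abundant genes as its source, of a wrong label on pouch replicate 1 alone, of a mixture at one fraction and of read depth were chosen after the patterns they concern had been seen. The 6 libraries can be divided into 3 and 3 in 10 ways. Of the 10 splits, 1 gave 1396 or more changed genes, the labelled one, and the other 9 gave 0 genes each. At an unadjusted p under 0.05 those 9 splits gave 78 to 1220 genes, against 4404 for the labelled one. Likewise 1 of the 10 splits gave 993 or more genes changed at least 2-fold. For models at 0 in a whole arm, 1 of the 10 splits reached 48, and the next gave 6. A share under 0.05 is out of reach with 10 splits, so these counts do not exclude chance.

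The excess of genes higher in soil plate is tied to the scaling. The share fell to 20.7% with library totals alone. A few abundant genes that take more of the counts in the soil plate libraries do not account for all of it. The TMM factors differ between the groups by -0.36 on the log2 scale, whereas the counts in the 10 most abundant genes shift all others by -0.094, or 26.4% of that. The 100 most abundant genes give -0.169, or 47.6%, close to the limit of 50% set for this test. The 1000 most abundant give 79.4%, so a shift spread over many genes stays open. Whether the groups differ in total RNA or in composition stays open, since no external standard was used here to set the scale. Feature length is not the source of the calls. With the length trend of each library removed, 1452 genes were called, 1220 of them among the 1396, and the correlation across genes between length and log2 fold change was 0.078 (Spearman).

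Pouch replicate 1 lay between the groups in the genes that differ most. Over the whole transcriptome it lay nearer pouch in log2 CPM. The chi-square statistic did not place it nearer pouch, but this statistic grows with the number of counts. The other pouch libraries held 46.6 and 47.8 M counts, against 30.7 to 39.5 M in soil plate, so the statistic cannot rank the groups. The log2 CPM of pouch replicate 1 had correlations across genes of 0.884 and 0.908 with the other pouch libraries. With soil plate they were 0.838 to 0.847. At a mean of at least 5 CPM these were closer, at 0.882 and 0.909 against 0.854 to 0.865. Its chi-square statistic per degree of freedom was 291 and 217 with the other pouch libraries and 190 to 243 with soil plate. On the first principal component pouch replicate 1 stood at -65.8, beside -89.4 and -79.1 for pouch. Soil plate stood far away, at 61.0 to 92.4. Each library was placed on a scale from its own group (0) to the other group (1), with genes changed at least 4-fold that were chosen without it. Pouch replicate 1 stood at a median of 0.604 for the 84 genes high in pouch and 0.431 for the 403 genes high in soil plate, a mean position of 0.517. The other 5 libraries stood between -0.087 and 0.139. A difference in depth is argued against, since with all libraries thinned to the smallest total the position was still 0.506, against -0.135 to 0.131 for the others. An exchange of labels with a soil plate library is also argued against, since the farthest soil plate library stood at 0.139. Admixture of soil plate material or reads as the whole cause is argued against by some sets of genes only. Genes were divided into 8 sets by their identifiers, marked 1 to 7 or UN. In 4 of the 8 sets, pouch replicate 1 departed from a mixture at its position by more than any other library did. Sets 2, 3, 6 and 7 lay within the departures of the other libraries. The set marked UN, with the largest departure, is given here. Genes with identifiers marked UN took 3.06% of the counts in pouch replicate 1, 1.71 and 1.81% in the other pouch libraries and 2.87 to 2.94% in soil plate. The value was 0.705 percentage points above that of a mixture at its position, and no other library was more than 0.201 from its own. Without the 10 most abundant of these genes the excess was 0.237, only just beyond the largest of the others, 0.213. Genes were also grouped by the other marks in their identifiers, 1 to 7. Of the 8 sets with UN, 4 lay further from the mixture than any other library from its own, and UN lay furthest. The remaining sets lay within that spread, such as set 3, at -0.045 against 0.815, and set 7, at -0.0003 against 0.355. Admixture as the whole cause is therefore not excluded, and as a part of the cause it remains open. The medians of the 2 directions differed by 0.172, against at most 0.147 in another library, but after thinning they differed by 0.137, against 0.255. Among 881 genes at 200 CPM or more, 12 lay at least 1.5-fold outside the range of the other 5 libraries in pouch replicate 1, where the other libraries had 0 to 50. Partial admixture and a true intermediate state of these apices cannot be told apart, because the difference between directions is not clearly beyond the spread of the other libraries. The limit written before that test would have excluded admixture, and this weaker reading was chosen after the value was seen. A wrong label on this library alone is argued against by the correlations of log2 CPM. The chi-square statistic, which grows with the number of counts, cannot decide this. A soil plate library would also stand near 1. Pouch replicate 1 stood 0.483 away from 1, whereas no other library stood more than 0.139 away from its own group. A difference in the material dissected was not tested.

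Many genes were at 0 in 1 library and well covered in the others. Among genes at 1 to 2 CPM in the other libraries of the group, where 41.9 to 70.0 reads were expected in the median, 13.6, 15.0 and 20.8% were at 0 in soil plate replicates 1, 2 and 3. In the pouch libraries 25.9, 6.70 and 0.437% were at 0. Sampling of reads at this depth is excluded as the source, since a Poisson draw predicted at most 1.36e-11 such genes in a library, against 4 to 270 observed. The percentages depend on how the genes are selected. The selection behind the 0.036, 0.072 and 0.144% given above for 8 to 16 CPM was a different one. At 1 to 2 CPM it gave 17.8, 18.9 and 23.5% for soil plate replicates 1, 2 and 3. For the pouch replicates it gave 26.5, 6.83 and 1.21%. The estimates from zeros below use the first selection. The pattern is consistent with few starting molecules, each read many times. Under that hypothesis the zeros give 12.9 to 31.0 reads per molecule. The scatter between libraries of genes at 1 to 2 CPM gave 24.6 for soil plate, where the zeros averaged 27.7, and 39.0 against 23.1 for pouch, at most 1.68 times apart. The value of 39.0 rests on pouch replicate 1, whose pairs gave 35.4 and 63.7, whereas replicates 2 and 3 gave 17.8. Genes at 0 add to that scatter, so this agreement is partly built in. Genes at 8 to 16 CPM, of which at most 0.559% were at 0 in a pair of libraries, are a separate set. Their scatter gave 34.9 for soil plate and 13.9 for pouch, at most 1.66 times from the zeros. Both sets come from the same libraries, and for pouch they disagree with each other, at 39.0 and 13.9. At 8 to 16 CPM the pouch pairs with replicate 1 gave 7.49 and 14.9 and rest on a small part of the scatter, and replicates 2 and 3 gave 19.3. In simulated libraries with 10 reads per molecule the zeros gave 12.9, and the scatter gave 8.07 at 1 to 2 CPM and 8.71 at 8 to 16 CPM. The estimate amounts to 0.932 to 3.71 M molecules per library, highest in pouch replicate 3 and lowest in pouch replicate 1. The groups overlapped in this estimate, at 1.08 to 1.34 M for soil plate and 0.932 to 3.71 M for pouch. The effective depth for genes of low abundance may therefore be far below the read totals, but the number of reads per molecule is poorly fixed in pouch. Amplification, RNA loss and cell-to-cell variation were not separated.

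Few starting molecules do not account for the 48 models that were at 0 in all soil plate libraries. Independent loss at the measured rates gave 1.94 such models, with an upper Poisson limit of 5. At 4 CPM or more in pouch, 16 were observed and 0.00102 were expected. This argues for a difference between the labelled groups at these models, which remains a hypothesis. The number of apices pooled, the growth system and a difference in genotype or contaminating material between the groups all remain untested.

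Genes with neighbouring identifiers tended to change together, if the numbers in the identifiers follow the order along the chromosome, which the files do not state. A total of 83 neighbouring pairs were called in the same direction, against a mean of 58.2 when calls were permuted within abundance classes (10000 permutations, p = 0.0008). Without genes that ever held a fractional count, 55 pairs remained, 1.24 times the permuted mean of 44.2 (permutation p = 0.055). Reads shared between paralogs and joint regulation of neighbours cannot be told apart, since this filter also removed genes and with them the power to see the excess. The limit written beforehand would have favoured shared reads, and this reading too was chosen after the value was seen. The same-direction pairs were more frequent than the 45 opposite pairs before the filter, and 32 opposite pairs remained after it.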
